A study of Mus musculus with 18 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

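Genomic DNA from the tails of 9 mice of 1 family was measured by array comparative genomic hybridization, in which a mouse's DNA and a reference DNA carry different dyes and compete for the same probes. The family held a sire, a dam and 7 offspring, labelled C57BL/6 and given as C57BL/6J/Nrs in the study's methods. Every mouse was hybridized on 2 arrays against DNA of 1 male reference mouse with the dyes swapped, so that there were 18 arrays. The arrays held 966371 spots other than controls and 950749 different probes, of which 950622 were autosomal, 68 lay on the X chromosome and 23 on the Y chromosome. The probe positions in the files are those of the mm9 build, and neighbouring autosomal probes started a median of 2053 bp apart. Probes on unplaced contigs (36) were left out of the comparisons.

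The authors scanned the slides and extracted the spots with Feature Extraction (version 10.7.1.1). Per the file headers, the deposited processed intensity of each channel had its background subtracted with spatial detrending and was then dye-normalized by the linear method of that software. The scanner files also hold the deposited log10 ratio of red over green, from which no value given here was computed. The series table holds values that the authors deposited as log2 ratios. Set against the scanner values of the same arrays, its columns ran as reference over mouse, with medians from -0.01 to 0.02 and correlations across probes of 0.994 or more with the scanner ratios. Its scale, direction and centring were therefore settled by comparison and not by a stated method, and its sign is opposite to the one used here.

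The log2 ratio of mouse over reference was computed from the processed intensities of each array, with the sign turned where the mouse was in Cy3, and centred on the median of the autosomal probes. Control spots and spots that the software marked as outliers were left out, and replicate spots of a probe were averaged. The 2 arrays of a mouse are a technical swap of the same DNA, so that a mouse counted as 1 replicate, and a standard deviation given for a region is over its probes. The direction of the ratios was checked with the X and Y probes of the sire and the dam. Arrays of the same orientation from different mice correlated positively (r from 0.21 to 0.48) and the orientations of each mouse negatively, as an effect of dye and probe shared by the arrays gives, which says nothing about direction.

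A probe was called positive as in the study's methods, where the log2 ratio exceeded 0.8 in both orientations, or exceeded 0.5 in both orientations at 2 neighbouring probes. All values had to point the same way. Probes over 0.8 in both orientations but in opposite directions cannot arise from a copy number difference. They were counted as planned, but the shared dye effect raises their number and lowers chance agreement in the same direction, so that they give no chance level. For that level the Cy3 array of each mouse was joined with the Cy5 array of every other mouse, which keeps the shared dye effect, and the real pairs were set against all assignments of arrays. This test was added after the counts had been seen, and differences that mice share count in the joins too. A de novo candidate probe was positive in an offspring and positive in the same direction in neither parent. A de novo candidate region held 2 or more such probes with at most 2 other probes between members. Union regions were built in the same way from probes positive in any mouse, and a mouse carried one where its mean log2 exceeded 0.5 in both orientations. A window scan compared each offspring with the mean of its parents over windows of 1 to 64 neighbouring probes and over 1 wider size. Its threshold at each size was the highest value of the half-difference between the orientations, a track that holds no copy number signal but may hold dye effects. The ends of the scan's segments were trimmed by a rule set after the first segments had been seen, and so was the limit of 0.25 from each parent that set a segment apart.

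Tests were exact and two-sided, except the one-sided test of joined arrays. Counts of 2 kinds within mice were compared by exact sign-flip permutation, offspring of different slide lots by exact permutation, and transmission by an exact binomial test against 50% with Clopper-Pearson 95% intervals. Benjamini-Hochberg adjustment was applied over the regions tested. With 7 offspring of 1 family, the p-values of the sign-flip and slide-lot tests measure the spread between these mice alone. The binomial test takes pairs of region and offspring as independent, and the test of joined arrays concerns the pairing of arrays. The groups, thresholds, tests, most alternatives and the rule for naming regions were fixed before the data were examined. That rule took the 10 de novo candidate regions with most probes, the 10 single candidate probes farthest from the parents, and the 10 regions with most probes that were carried by at least 1 parent and by 1 to 8 mice. Other regions were named after their values had been seen, and the text says so.

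The steps were tested on simulated arrays of 950622 probes with losses planted in the 7 offspring. For a loss of 1 copy (log2 of -1), the positive rule found 57.1% of the losses of 1 probe, 97.6% of those of 2 probes and 100% of those of 4 probes. For a loss at -0.56, it found 7.14% of the losses of 2 probes and 88.1% of those of 19 probes, while the window scan found 100% of the latter. A loss planted in the sire and 3 offspring was found in 4 of its 4 carriers, and the scan returned 7 segments there, since offspring with and without it differ from the mean of the parents. A further 10 segments lay where nothing had been planted, so that some segments can arise by chance. The simulated noise was normal, with a robust spread per mouse that was the same for all probes. It gave 3 de novo candidate probes where nothing had been planted, against 1834 candidates in the real data. The shares found therefore describe cleaner arrays than the real ones.

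The number of arrays limits the precision. Per array, 98.6% to 99.5% of spots were well above background in both channels, the median raw signal was 2.58 to 5.61 times the background, no spot was saturated, and the log2 ratios of autosomal probes had a standard deviation of 0.24 to 0.32. Alternatives covered the thresholds, the rule, the use of 1 orientation, the centring, the outlier marks, the background filter, the series table, the parents subtracted, each offspring left out in turn, and normexp background correction (offset 50). The normexp step used median in place of mean signals, which are the signals listed in the files analysed here. Slides could not be a block because every array was a slide of its own, and each mouse was scanned within 1 of 5 days.

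Gene names were not used here, since the files pair no probe with a gene and the annotation at hand was of a build other than mm9. For that reason the planned test of gene lists among positive probes was not run. The deletions that the study lists for 3 of these offspring have positions on another build. They were compared by mouse and chromosome, without converting positions. The study's title and methods describe the sires of this group as irradiated at 20 mGy per day for 400 days, whereas the design text of this series calls its sire non-irradiated. No non-irradiated family was analysed here, and nothing was compared by irradiation. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1 were used.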

Results

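A sire, a dam and their 7 offspring were each compared with 1 male reference mouse on 18 arrays, 2 per mouse with the dyes exchanged. Between 950378 and 950575 autosomal probes gave a ratio in both orientations of a mouse. The probes of the sex chromosomes checked the labels. Over 68 X probes the median log2 ratio was 0.03 in the sire (SD over probes 0.13) and 0.96 in the dam (SD 0.21), and over 23 Y probes it was 0.02 in the sire (SD 0.16) and -2.59 in the dam (SD 1.15). Both parents thus had the values of their labelled sex against a male reference. Among the offspring, the X median was 0.00 in offspring 1, 0.01 in offspring 2 and 0.96 to 0.98 in offspring 3 to 7. The Y median was 0.00 in offspring 1, -0.05 in offspring 2 and between -2.94 and -2.55 in offspring 3 to 7. The labels do not give the sex of the offspring, and none of the planned comparisons groups the mice by these values. The Y median of the dam depended on the background correction, with -0.30 after normexp.

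The first comparison asked which copy number differences from the reference the parents carried and whether their offspring carried them too. The one with most probes was a gain on chromosome 4 from 101110482 to 101270535 (mm9, 74 probes, 160054 bp). Its mean log2 was 0.58 in the sire (SD over probes 0.15) and 0.98 in the dam (SD 0.19). Offspring 1, 3, 4 and 6 each had 0.96 (SD 0.14 to 0.16), whereas offspring 2, 5 and 7 had 0.58, 0.56 and 0.54 (SD 0.15 to 0.19). The mean of offspring 7 fell just short of 0.5, the limit for a carrier, in 1 orientation, so that 8 of the 9 mice were counted as carriers of this region.

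A second gain lay on chromosome 2 from 136489623 to 136605061 (55 probes, 115439 bp). The sire had a mean log2 of -0.01 (SD 0.16) there and the dam 0.55 (SD 0.15). All 7 offspring had between 0.54 and 0.59 (SD 0.12 to 0.18), close to the value of the dam. The rule split this gain into parts of 13 and 27 probes, and each part was carried by the dam and 7 of 7 offspring (exact binomial p = 0.0156, the smallest that 7 offspring allow, adjusted p = 0.0246). The same p and adjusted p hold for the regions of 2 probes, given below, that no offspring carried, so that they do not single out this gain. A loss of 4 probes on chromosome 3 from 25417435 to 25444229 had a mean of -1.63 in the dam (SD 0.75) and of -1.59 to -1.44 in offspring 3 to 7, against 0.05 in the sire, 0.03 in offspring 1 and 0.00 in offspring 2. The 6 mice below -1 there were the same 6 with a Y median below -1. A loss of 2 probes on chromosome 2 from 130648496 to 130650241 had -0.81 in the sire (SD 0.26) and -0.89, -1.11, -0.94, -1.01 and -0.82 in offspring 1, 2, 4, 5 and 6, against 0.09 in the dam, 0.05 in offspring 3 and 0.16 in offspring 7. It was weaker after normexp correction, with -0.40 in offspring 2.

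**Figure D1:**
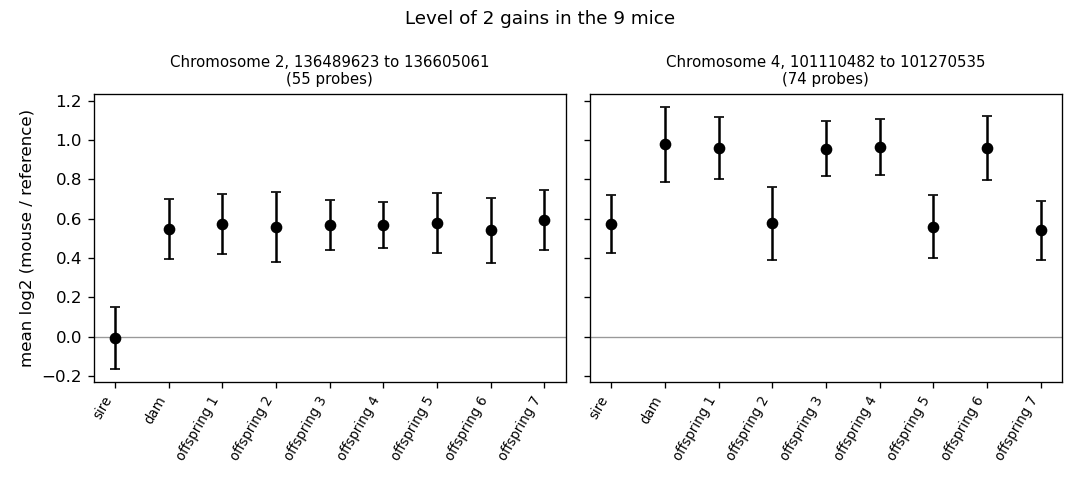
Mean log2 ratio of mouse over reference (vertical axis) for each of the 9 mice (horizontal axis) over the gains of chromosome 2 (left, 55 probes) and chromosome 4 (right, 74 probes), with bars for the SD over probes. On chromosome 2 only the sire lies near 0 (-0.01), and on chromosome 4 the mice lie either between 0.54 and 0.58 or between 0.96 and 0.98.

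The other named regions of a single parent had 2 probes each and were carried by no offspring. They were losses in the dam on chromosome 1 from 4089280 to 4090815 (-0.76) and in the sire on chromosome 5 from 37127696 to 37130794 (-0.62), chromosome 6 from 130321052 to 130322401 (-0.75) and chromosome 12 from 48143745 to 48145485 (-0.96), and a gain in the dam on chromosome 10 from 21494952 to 21498050 (0.63). After normexp correction all 5 lay between -0.11 and 0.02. The rule named 10 such regions in all. Over the 11 regions carried by exactly 1 parent (4 sire, 7 dam), the offspring were carriers in 27 of 77 pairs of region and offspring, or 35.1% (95% interval 24.5% to 46.8%, exact binomial p = 0.0117). That p and interval take all pairs as independent, although the chromosome 2 gain enters as 2 parts. The 11 also include the 5 regions above that no offspring carried. False calls in a parent would lower the share by construction, so that it is no measure of transmission alone. The share of 35.1% lay on the other side of 50% with regions of 3 or more probes (90.5%, 19 of 21 pairs, exact binomial p = 0.00022). It fell to 9.86% with looser thresholds. Those larger regions were only 3, of which 2 were the parts of the chromosome 2 gain and 1 was the chromosome 3 loss, so that their pairs are not independent transmissions as the p assumes. Of the 42 union regions (30 losses, 12 gains), 32 had 2 probes, 26 were carried by 1 offspring alone, 3 by 8 mice and 0 by all 9, though 1 region was shared by all 9 mice under stricter thresholds or without centring.

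The second comparison asked which differences appeared in an offspring but in neither parent. Those with most probes were 2 losses in offspring 7. On chromosome 10 from 33897213 to 33933441 (19 probes, 36229 bp), its mean log2 was -0.56 (SD over probes 0.10), while the sire had -0.03, the dam 0.00 and the other offspring -0.01 to 0.05. On chromosome 14 from 53424661 to 54384591 (103 probes, 959931 bp), its mean was -0.48 (SD 0.36), while the sire had 0.01, the dam -0.02 and the other offspring -0.03 to 0.04. The values in the orientations were -0.59 and -0.53 on chromosome 10 and -0.43 and -0.52 on chromosome 14.

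The loss on chromosome 14 was uneven along its length. A first part from 53424661 to 53954595 (55 probes) had a mean of -0.62 (SD 0.23) and a second part from 54120144 to 54382662 (30 probes) had -0.42 (SD 0.25), with probes nearer to 0 between them. These parts were chosen after the profile had been seen. Which genes lie there was not analysed here, and whether every cell carried the loss was not settled. After normexp correction the scan gave the first part alone (53424661 to 53954595, 55 probes, 529935 bp), and 18 of the 19 probes on chromosome 10. On chromosome 14, 21 of the 103 probes were near background on at least 1 array, against 0 of the 19 on chromosome 10. The median log2 signal of the reference exceeded that of the 100 probes on either side by 0.39 (SE 0.22) on chromosome 10 and by 0.23 (SE 0.17) on chromosome 14. Over the alternative ways of computing the ratio, the mean lay between -0.56 and -0.46 on chromosome 10 and between -0.48 and -0.39 on chromosome 14, in each case nearest to 0 after normexp correction.

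**Figure D2:**
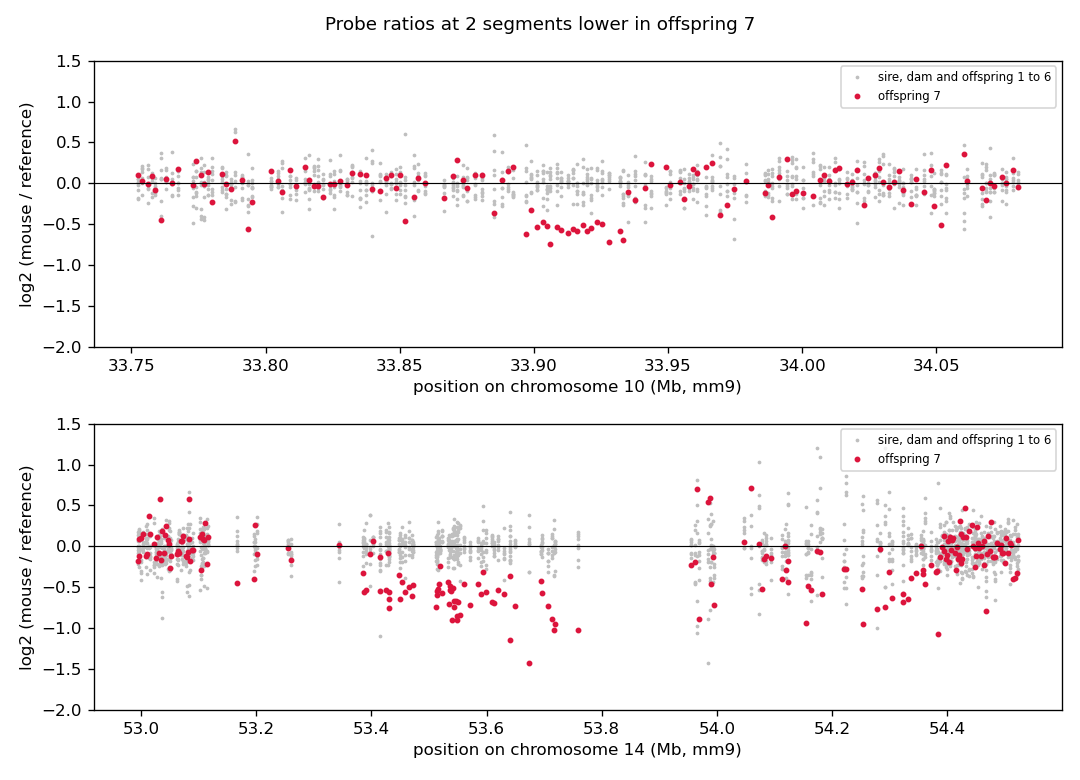
Log2 ratio of mouse over reference (vertical axis) at each probe against its mm9 position in Mb (horizontal axis) on chromosome 10 (top) and chromosome 14 (bottom), with offspring 7 in red and the sire, dam and other offspring in grey. Red points fall below the grey ones over 19 probes on chromosome 10 (mean -0.56) and over 103 probes on chromosome 14 (mean -0.48), where points near 0 separate the parts.

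The window scan returned 19 segments. Of these, 7 lay on the gain of chromosome 2 and 7 on that of chromosome 4, where the parents differ from each other and so each offspring differs from their mean. A segment on chromosome 3 from 25417435 to 25444229 in offspring 4 (-1.59) repeated the loss of the dam, and a segment of 127 probes on chromosome 5 from 62073188 to 62404776 in offspring 2 had a mean of 0.07 only. Segments apart from both parents numbered 3, namely the 2 losses of offspring 7 and a 2-probe gain in offspring 1 on chromosome 3 from 7372537 to 7375356 (1.11, SD 0.16). In that gain the other mice ranged from -0.85 to 0.38, and after normexp correction offspring 1 itself had 0.00.

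The rule for candidate regions gave 49 regions in the 7 offspring (25 losses, 24 gains), from 2 in offspring 3 to 16 in offspring 7. Of them, 17 lay inside the gain of chromosome 2, where the dam's own probes also had a mean of 0.55 but did not all pass the thresholds. A further 6 lay inside the loss of offspring 7 on chromosome 14, and 4 at the loss on chromosome 2 that the sire carried. The 10 with most probes were 3 parts of the loss on chromosome 14 (-0.97 to -0.78) and 7 parts of the gain on chromosome 2 (0.60 to 0.80). The same rule applied to the half-difference of the orientations, which holds the dye effect that arrays share, gave 426 regions (362 gains). Joining the Cy3 array of each offspring with the Cy5 array of another gave 2 to 11 regions (mean 4.86 over 42 joins), or 69.4% of the mean of 7 per offspring in the real pairs (exact one-sided permutation p = 0.031, n = 7). The share was 43.1% after normexp correction. In the main setting, joins within a scan day averaged 4 regions, against 5.5 in the real pairs of those offspring.

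The remaining 22 candidate regions (15 losses, 7 gains, in 6 offspring) all had 2 probes. Examples were picked after their values and the study's list of deletions had been seen, among those where the other 8 mice lay within 0.3 of 0. Offspring 7 had a mean of -0.84 (SD 0.05) on chromosome 4 from 89899132 to 89900404, where the other mice had -0.05 to 0.10. Offspring 2 had -0.69 (SD 0.11) on chromosome 14 from 41807207 to 41808465, and the others had -0.12 to 0.19. Offspring 5 had -0.71 (SD 0.25) on chromosome 1 from 47348176 to 47349294, and the others had -0.10 to 0.27. After normexp correction these means were -0.78, -0.24 and -0.21, and the region of offspring 7 was the only 1 of the 22 beyond 0.5. The X median of the dam fell from 0.96 to 0.52 under the same correction, so that a mean within 0.5 after it does not speak against a region. Regions built anew from the probes over 0.5 from each parent numbered 6, some of them pieces of the 49. Of these, 5 were in offspring 7 (4 on chromosome 14 and that on chromosome 4) and 1 was the gain of offspring 1 on chromosome 3.

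Single probes formed most candidates. The 7 offspring had 1834 de novo candidate probes (1193 losses, 641 gains), with a mean of 262 per offspring (SD 62.5, n = 7). Losses outnumbered gains by 78.9 per offspring on average, which did not pass the exact sign-flip permutation test (p = 0.0625, n = 7), and offspring 2 alone had more gains (132) than losses (68). Leaving out offspring 2 leaves 6 of 6 with more losses and a mean difference of 102.7, for which p is by construction the smallest possible (exact permutation p = 0.031, n = 6). The mean difference was near balance at 0.71 after normexp correction (exact permutation p = 0.81, n = 7) and 5.86 without probes near background (exact permutation p = 0.47, n = 7). Several other alternatives, listed below, put it past the test, and with the mouse in Cy3 alone it reversed (-4230). Under the single-probe rule, same-direction minus opposite-direction candidates averaged -438.3 per offspring (1777 against 4845 in total, exact permutation p = 0.0156, the smallest for n = 7). The opposite candidates were lopsided (4088 in 1 direction, 757 in the other), as a shared dye effect gives, and their count is not a chance level. Joined arrays of different offspring gave 118 to 366 same-direction candidates by this rule (mean 218.7), or 86.1% of the mean of 253.9 in the real pairs. Of the 5040 assignments of arrays, 17 reached the real total (exact one-sided permutation p = 0.0034, n = 7). The share was 50% after normexp correction. In the main setting, joins within a scan day averaged 224.2, against 245.8 in the real pairs of those offspring.

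The 10 single candidates farthest from the parents were 5 losses and 5 gains, and 5 were in offspring 7. They included a gain in offspring 7 on chromosome 10 from 97112476 to 97112535 (2.85, other mice 0.01 to 0.68) and a loss in offspring 7 on chromosome 2 from 24147797 to 24147856 (-2.22, other mice -0.45 to 1.15). Offspring 2 had 1.78 on chromosome 6 from 38208547 to 38208606, where the sire had -2.02 and the dam 0.17. Offspring 4 had -2.22 on chromosome 6 from 27973471 to 27973530, where the other mice ranged from -1.14 to 0.74. Of the 1710 candidates outside regions, 89.4% were near background in a channel on at least 1 array, against 3.35% of all autosomal probes, and a deep loss can itself bring a probe there.

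The third comparison set the positive probes of each mouse against probes in opposite directions and against joined arrays of different mice. The sire had 274 positive autosomal probes (181 losses, 93 gains) and the dam 362 (141 losses, 221 gains). The offspring had 223 to 401 (mean 329.4, SD 66.1, n = 7), and the family had 2942 in total, or 0.02% to 0.04% of the probes of a mouse. Probes beyond 0.8 in both orientations pointed in opposite directions more often than in the same direction in 9 of 9 mice. The mean difference, same minus opposite, was -513.6 probes (exact sign-flip permutation p = 0.0039, the smallest for n = 9). Joined arrays of different mice gave 248.6 same-direction probes by the single-probe rule on average over 72 joins, or 86.5% of the mean of 287.4 in the real pairs (exact one-sided permutation p = 0.00025, n = 9). The share was 57.7% after normexp correction. After normexp correction the order of same and opposite directions was turned, with 20 more probes per mouse in the same direction (exact permutation p = 0.039, n = 9).

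**Figure D3:**
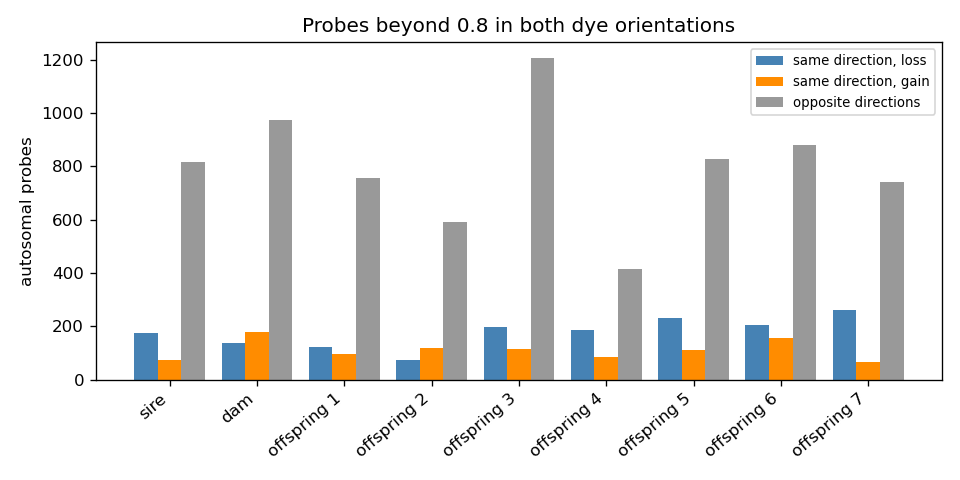
Number of autosomal probes beyond 0.8 in both dye orientations (vertical axis) for each of the 9 mice (horizontal axis), as losses and gains where the orientations pointed the same way and as a grey bar where they pointed in opposite directions. The bar for opposite directions, from 415 in offspring 4 to 1205 in offspring 3, is the tallest in every mouse.

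Agreement of the orientations was similar between mice. The half-difference of the orientations had a standard deviation of 0.20 to 0.24, larger than that of their mean (0.14 to 0.18), and the turned ratios correlated across probes with r from -0.33 to -0.21, where probes are not independent replicates. The slide barcodes fell into 2 runs of numbers, taken here as lots, with offspring 1 to 4 and both parents in the first and offspring 5 to 7 in the second. The labels name no lot. Scan days divided in the same way, with days 2 and 3 for offspring 1 to 4 and days 4 and 5 for offspring 5 to 7. The positive probes averaged 286.5 (SD 53.7, n = 4) in the first lot and 386.7 (SD 13.6, n = 3) in the second (exact permutation p = 0.0571, smallest possible 0.0286). The same test gave p = 0.743 for opposite-direction probes and p = 1 for the half-difference (exact permutation, n = 4 and 3).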

Values the study reported

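The study reported de novo deletions in 7.1% of the offspring of non-irradiated sires (11 out of 156) and in 20.4% of the offspring of irradiated sires (29 out of 142), a 2.9-fold difference. For deletions with more than 1 positive probe on the first array, the shares were 5.1% (8 out of 156) and 15.5% (22 out of 142). These counts cover many families and followed a second array and quantitative PCR. Among the offspring of this family, the study listed a deletion on chromosome 14 in offspring 2 (2 positive probes on the first array), on chromosome 1 in offspring 5 (1 probe) and on chromosome 4 in offspring 7 (1 probe). It listed no deletion on chromosome 10 or 14 for offspring 7.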

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

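Of the tests below, those of a loss in part of the cells and of chance agreement between orientations were chosen after the result had been seen. For 52 measures or regions the most extreme of the 7 offspring was compared with its nearest neighbour relative to the whole range, and 17 times it stood farther apart than in 95% of chance groups. Chance gives such a gap in about 1 in 20 groups, and most of these regions and probes had been picked because an offspring stood apart there, so that many gaps were built into the choice.

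Offspring 7 stood apart most often. It had 16 de novo candidate regions, where the next offspring had 8. Its mean log2 was -0.56 on chromosome 10 from 33897213 to 33933441 and -0.48 on chromosome 14 from 53424661 to 54384591, with the nearest other offspring at -0.01 and -0.03. Parts of the chromosome 14 loss, over all probes in them, had -0.76 (53543084 to 53553761), -0.77 (53610045 to 53673548), -0.97 (53714075 to 53759064), -0.77 (53544226 to 53549019), -0.68 (53610045 to 53612865) and -1.10 (53641440 to 53673548). On chromosome 4 from 89899132 to 89900404 it had -0.84, where the nearest other offspring had -0.05.

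For the losses of offspring 7 on chromosomes 10 and 14, noise of a dye or of single probes was predicted to make the orientations disagree. Their half-difference relative to the parents was at most 0.04 where the mean of the orientations was -0.47. The scan had chosen these segments for a large mean of the orientations, and unrelated noise chosen so would leave the half-difference near 0 too. The test therefore cannot decide against such noise. Extra copies of the sequences elsewhere in the genome could hold the losses short of a full copy, and the reference signal was brighter than over the 100 probes on either side by 0.39 (SE 0.22) on chromosome 10 and by 0.23 (SE 0.17) on chromosome 14. With errors of that size this explanation is not decided. An ordinary loss of 1 copy in every cell would lie at the full step of -0.96 taken from the X probes of the dam. In the main setting the level of -0.56 (SE 0.02 over probes) on chromosome 10 falls short of that step. After normexp correction it was -0.46, against an X median of 0.52 in the dam, so that a full loss there is not decided. On chromosome 14 the mean of -0.48 (SE 0.04) in the main setting falls short of the step too, but is taken over an uneven segment. A loss of 1 copy in part of the cells may also give levels between 0 and the full step. The levels differed by -0.084 (SE 0.041), too close to 2 standard errors to decide. That difference also rests on a mean over the uneven segment of chromosome 14, since it is 0.06 (SE 0.04) against its first part and -0.14 (SE 0.05) against its second. Rearrangement of an antigen receptor locus in part of the white blood cells may also leave an uneven loss. Whether the chromosome 14 segment, with -0.62 and -0.42 in its parts, overlaps such a locus was not analysed here for want of an mm9 annotation, so that it is not shown to be a germline deletion. Apart from a loss in part of the cells, no biological explanation was tested, because the labels of 1 family give no group to compare.

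Single probes stood apart as well. In offspring 7 these were -2.22 on chromosome 2 from 24147797 to 24147856, 2.85 on chromosome 10 from 97112476 to 97112535, -2.23 on chromosome 10 from 51424753 to 51424812 and -1.96 on chromosome 11 from 39696204 to 39696263. In offspring 3 it was 1.85 on chromosome 4 from 104375351 to 104375410. Offspring 5 had 0.80 on chromosome 2 from 136566594 to 136570999, inside the gain that all offspring carried, and offspring 3 had 137 regions in the half-difference of the orientations, where the next offspring had 66.

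Of the 1710 single de novo candidate probes outside regions, 52.5% had a spread over the 8 other mice above the 99th percentile of all autosomal probes, with 45.6% to 57.3% in the single offspring. This is in line with probes that scatter in every mouse as the source of about that part of the candidates. Arrays of different offspring joined in pairs gave 86.1% as many single-rule candidates as the real pairs. The real total was reached by 17 of 5040 assignments (exact one-sided permutation p = 0.0034). The arrays of a real pair were scanned on 1 day, whereas most joins mix days. That p therefore does not decide on chance agreement. Joins of offspring scanned on the same day averaged 224.2, against 245.8 in the real pairs of those offspring. Only 1 of 7 offspring lay above all its joins. In the main setting most of the count could arise without any signal of 1 mouse, and after normexp correction the joins gave 50%. Joins also hold differences that the offspring share, and which candidates make up the excess cannot be told apart. Neither test shows that any 1 candidate is noise, and no biological explanation was tested.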

How the results depend on the processing

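Alternatives for the count of opposite directions, the joined arrays, the dye-swap spread, the named regions and the segments apart from both parents, and those without the window-scan regions, were chosen after the results had been seen. Counts moved most. Positive probes (2942) were 1154 with thresholds of 1 and 0.7, 10097 with 0.6 and 0.4, 12681 with no agreement in direction, 134153 with the mouse in Cy3 alone, 134619 in Cy5 alone, 482 after normexp and 875 without probes near background. De novo candidate probes (1834) were, in the same order, 683, 6888, 8604, 93205, 74145, 71 and 269, and 789 with over 0.5 from each parent. De novo candidate regions (49) were 22, 193, 557, 15760, 12751, 17 and 30, with 6 at over 0.5 from each parent, 16 by the single-probe rule and 26 without the window-scan regions. Larger and smaller counts follow from looser and stricter rules by construction. The cause of the drop under normexp was not tested.

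The same minus opposite direction count was reversed under normexp (20, exact permutation p = 0.039), and so was that of de novo candidates (3.43, exact permutation p = 0.67). Losses minus gains (78.9) passed the test with looser thresholds (274.6), by the single-probe rule (72.7), in Cy5 alone (5228), without centring (76.1), with a running median subtracted (79.1) and without the window-scan regions (85), and reversed in Cy3 alone (-4230). It shrank to 0.71 after normexp and 5.86 without probes near background. Leaving out 1 offspring gave 60.5 to 102.7, and only leaving out offspring 2 (102.7), the 1 offspring with more gains than losses, put it past the threshold, by construction. The cause was not tested.

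The transmitted share (35.1%) was 71.4% with stricter thresholds, 50% by the single-probe rule, 90.5% with regions of 3 or more probes, 64.3% after normexp and 90.5% without probes near background, all at or over 50%, with p between 0.00022 and 1 by the exact binomial test. It moved the other way to 9.86% with looser thresholds, 20.2% with no agreement in direction and 26.5% with a running median subtracted, and was 32.1% to 37.7% with the series table, no centring, outliers kept or a carrier limit of 0.4. It was 33.3% to 36.4% with 1 offspring left out. With the gain of chromosome 2 counted once and the chromosome 3 region left out it was 23.8%. Regions shared by all 9 mice numbered 1 with stricter thresholds and 1 without centring. The scan gave 31 segments against the sire alone, 8 against the dam alone and 33 after normexp, where 9 were apart from both parents. The median half-difference spread was 0.17 after normexp.

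After normexp the X median was 0.52 in the dam and 0.58, 0.64, 0.51, 0.54 and 0.56 in offspring 3 to 7, and the Y median -0.30 in the dam and -0.31, -0.38, -0.26, -0.28 and -0.29. Leaving out probes near background removed 18 X and 19 of the 23 Y probes. A loss can itself bring a Y probe near background, so that the remaining values do not bear on the Y medians. They were -0.83 in the dam and -0.78, -0.75, -0.92, -0.74 and -0.82. Of 130 values for single regions under alternatives, 109 moved by less than their spread, and none of those called changed sign. That count pools the alternatives and does not measure stability under normexp, which took several regions of 2 probes to near 0. Examples were the loss of the sire on chromosome 12 from 48143745 to 48145485 (-0.96 to -0.03) and the gain of offspring 1 on chromosome 3 from 7372537 to 7375356 (1.11 to 0.00). The slide-lot test with the single-probe rule kept its side (p = 0.0571, exact permutation). The planned test of gene lists was not run, for want of gene names on mm9. Joined arrays of different mice gave 57.7% of the same-direction probes, 50% of the single-rule candidates and 43.1% of the candidate regions of the real pairs after normexp, against 86.5%, 86.1% and 69.4%, with the real pairs higher in each case. A channel median of 2.58 to 5.61 times the background limits what single probes can show.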

Other observations

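A small set of autosomal probes followed the Y chromosome, and this count was made after the values had been seen, as were all tests and counts of this part. Over the 23 Y probes, 6 mice (the dam and offspring 3 to 7) had medians below -1 and 3 (the sire and offspring 1 and 2) had medians near 0. Single autosomal probes with a log2 below -1 in each of those 6 mice and above -0.5 in each of the 3 others numbered 17, on 10 chromosomes, and none was near background. The strongest lay on chromosome 6 from 104241394 to 104241453, with -4.59 to -4.03 against -0.35 to -0.17, and on chromosome 3 from 132549431 to 132549490, with -3.68 to -3.15 against -0.41 to 0.04. Of the 84 ways to split 9 mice into 6 and 3, the other 83 gave 0 such probes each.

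A broad, shallow difference followed the same division on chromosome 8 from 102132083 to 102254870 (44 probes). The mean log2 was 0.00 in the sire (SD over probes 0.14), -0.02 in offspring 1 and 0.01 in offspring 2, and 0.21 in the dam (SD 0.21), 0.23, 0.28, 0.24, 0.22 and 0.23 in offspring 3 to 7. Its limits came from the scan after normexp correction, and the values are those of the main setting. None of these mice reached the level of a carrier there.

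For the loss on chromosome 3 in the dam and 5 offspring, a deletion carried by the dam alone would leave offspring with the copy of the sire, at -1 or above, but the 5 carriers averaged -1.53 (SE 0.03 over mice). That test replaced a first one, which took offspring 3, the carrier nearest to 0, with its error over 4 probes (-1.44, SE 0.39), and which did not decide. Sequence shared with the Y chromosome may account for the loss, but this stays open. That 9 of 9 mice lay on the same side of -1 there as over the Y probes had been seen beforehand and prompted the idea, so that it is no test of it. The probes' sequences were not analysed here.

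On chromosome 4 the levels of 0.54 to 0.58 and 0.96 to 0.98 left no mouse between them or near 0. On chromosome 2 the dam's level of 0.55 was near the lower of these, and 7 of 7 offspring had it. Whether these levels are whole copies was not tested.

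Of the 22 two-probe candidate regions outside larger regions, 8 of 15 losses and 1 of 7 gains had all 8 other mice within 0.3 of 0. Probes well above background on every array made up 5 of the losses and 3 of the gains. The loss of offspring 7 on chromosome 4 from 89899132 to 89900404 was the only 1 that met both conditions and also exceeded 0.5 after normexp correction (-0.78). Among the 181 single candidates well above background on every array, 14 (10 losses, 4 gains, in 6 offspring) had the other mice within 0.3 of 0. They included -1.13 in offspring 3 on chromosome 14 from 99358655 to 99358714, -1.09 in offspring 1 on chromosome 5 from 125751865 to 125751924 and -0.97 in offspring 7 on chromosome 2 from 22199560 to 22199619, which had -0.60, -0.58 and -0.69 after normexp correction. These 3 were the only ones of the 14 beyond 0.5 after it, and the other 11 lay between -0.21 and 0.32. Outside the 14, the scan after normexp gave 1-probe losses in offspring 2 and offspring 5. They lay on chromosome 4 from 148541914 to 148541973 (-2.44, after normexp -2.43) and on chromosome 6 from 120915507 to 120915566 (-1.93, after normexp -1.68). In the main setting the other mice had -0.14 to 0.15 and -0.19 to 0.09 there. The X median of the dam also fell from 0.96 to 0.52 after normexp, so that a value within 0.5 alone does not decide on a candidate. The 11 of the 14 within 0.5 fell by a larger share than the X median, so that its fall does not account for theirs.

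De novo candidate probes differed between the slide lots, with 215.3 (SD 28.3, n = 4) in offspring 1 to 4 and 324.3 (SD 17.6, n = 3) in offspring 5 to 7 (exact permutation p = 0.0286, the smallest possible). The parents were in the first lot, and lot, scan day and mouse could not be separated.

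Candidate regions of 2 probes lay on chromosome 14 in offspring 2, on chromosome 1 in offspring 5 and on chromosome 4 in offspring 7. Each lies on the chromosome of a deletion quoted from the study above for the same mouse. The positions are on different builds and were not matched, so that whether they are the same deletions is open. As printed on these builds, the positions lie farthest apart for offspring 5, so that its match by chromosome is the weakest. The region of offspring 5 is not taken as the deletion listed for it, and none of these regions is counted as a recovered deletion. The same offspring had such regions on 3, 4 and 5 other chromosomes as well. For offspring 5 and 7 the quoted deletions also had fewer positive probes than the regions here. The losses of offspring 7 on chromosomes 10 and 14 have no counterpart among the deletions quoted above for that mouse.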
